A study of Mus musculus with 67 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

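Total RNA from the striatum of C57BL/6 mice was reverse transcribed with a radioactive nucleotide and hybridised to the first filter of a mouse cDNA clone array. The isotope differs between the labels and the study's methods, so it is not given here. Per the methods, the mice came from one colony, restriction was stepped in during young adulthood, one investigator processed the samples in balanced batches, and the filter images were read with ArrayPro. The values were deposited by the authors as z scores, one score per probe and array, formed from log intensities so that every array has mean 0 and SD 1 over its 8448 probes. The base of the log and the treatment of background are not given in the sources used here, so no fold change is derived. Array medians ran from -0.15 to -0.02 and single values from -10.78 to 4.88. The 67 arrays had 0 missing values, 0 pairs of arrays with identical values, and 0 columns of per-sample values went unused.

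Groups came from the labels, with age in days, sex and diet for each mouse. The description of array 27 repeats the mouse of array 1, whereas its title gives a mouse of 714 d. It was kept under its title, and its correlation with array 1 (0.960) was no higher than its median with all arrays (0.976). Array numbers in the titles fall into 5 rounds of 12 to 14 arrays, each with about one mouse per adult group and sex and fewer juveniles, which the labels do not call batches.

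Probes were named by the platform's annotation. Of 8448 probes, 4788 had 1 symbol, 212 had several and 3448 had none. Of the first, 4780 were matched to a newer table by gene ID and 0 symbols differed. Only probes with 1 symbol are named. For 713 symbols with at least 2 probes, pairs of probes on the same symbol correlated at a mean of 0.0970 over arrays, against 0.0412 when the table was shifted by 1 position, so the assignment is only weakly borne out by the values. On each array 5 to 24 probes held 1 repeated low value, and 10 probes held it on more than 0.5 of the arrays, among them those for Hif1a and Anxa1, whose differences are not read as expression.

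Differences were tested in limma 3.58.1 (R 4.3.3), with lmFit and eBayes (trend), over all 67 arrays and 16 cell means of group and sex, the sexes weighted equally. Tests were 2-sided with Benjamini-Hochberg adjustment over 8448 probes in each of 13 contrasts at 0.05. The study's thresholds were a mean z above 0, a z ratio of at least 1.5 in size and an unadjusted p under 0.05. Here that p came from a plain linear model with sex, chosen without a model named for it in the methods, and the ANOVA between ages, sexes and diets that the study ran on the remaining genes was not added. Gene lists (25, of which 19 had at least 5 probes) were tested with camera at a preset correlation of 0.01 and with the correlation estimated, and with fry, adjusted over the lists of a contrast, which makes 247 tests. Of all members, Timp3 and Atp6v0a4 passed when adjusted over the list alone. That adjustment does not account for the 247 tests in which it was made. These passes are no more than chance can give. A score per list and mouse was tested by permutation, exactly where a group held fewer than 10 mice and otherwise with 100000 resamples. The score is not the plain mean of the members' z scores, and its formula is not given here. From 16 to 24 mo the microglia score differed by 0.0665, while the mean difference of the members was 0.0695. The per-gene p-values given with SE are limma's moderated tests.

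Named genes followed a rule set before the data were examined. Where fewer than 5 probes of a contrast pass, the 5 singly named probes with the smallest p are given as values that did not pass. They were not held to the study's bound of a mean z above 0, which is meant to leave out genes of low signal. Cldn8, Acsl4, Slc6a8, Timp3 and Ppp1r2, among others, averaged below 0 in both groups compared. Pkp2, Bag6 and Cyb5r3, among others, averaged above it. A gene with several probes was to be named by its probe of highest mean z, but the probe with the smallest p was taken, so where they differ the report gives the brighter probe's value too. Members of a list past the threshold and some genes fixed beforehand, most of them from the study's text, are also named, the latter on their brightest probes. Of the fixed genes, Wrn, Terf1, Ptges3, Tnks, Camk2a, Gfap, Vim and Xist were not analysed here, as no probe with a single symbol names them.

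Arrays whose median correlation with the others lay below a Tukey fence (1.5 times the interquartile range) were said to stand apart. That rule, the fits within rounds, the comparison of 6 mo with 17-21 d mice, the list scores and the tests of neighbouring probes were chosen after seeing the data. Alternatives were quantile normalization, only probes with mean z above 0, a round block, only the compared groups, array weights, a plain linear model, an additive sex term, probes averaged per symbol, leaving out array 27 and leaving out each array in turn. The 13 limma counts with all arrays and the lists that passed in each contrast were set against 100 splits of the same arrays. So were 3 further counts. These were the study's thresholds from 16 to 24 mo, array weights for CR over ages, and 6 mo against 17-21 d without the arrays that stand apart. Counts by the study's thresholds in the other contrasts were not. The splits are not described as balanced over the rounds, as the real adult groups nearly are. They may therefore take in differences between rounds. The pipeline was tested on simulated data with 200 changed probes of 8448 in 20 draws. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. No genome or coordinates were used.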

Results

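Striatal gene expression was measured in 67 C57BL/6 mice, one array per mouse, on the first filter of a mouse cDNA clone collection. The mice fell into 8 groups by age and diet. The 57 adults were fed ad libitum (AL) or kept on caloric restriction (CR), a diet with less energy than the animals would choose to eat, and the youngest mice were all AL. The AL groups held 5 mice of 17-21 d, 5 of 33-44 d, 10 of 6 mo, 10 of 16 mo and 10 of 24 mo. The CR groups held 9 mice of 6 mo, 10 of 16 mo and 8 of 24 mo. Both sexes were present in every group, with 3 males and 5 females in the smallest adult group. Every array carried 8448 probes with no missing value, and 4788 of them were named by a single gene symbol. Values are z scores, in units of the SD over one array's probes, so a difference is a part of that SD and not a fold change. The number of arrays limits the precision of every comparison.

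The arrays resembled one another closely and did not separate by age, diet or sex. The correlation over probes of 2 arrays ranged from 0.789 to 0.991 with a median of 0.970, and its median within a group was 0.969. The first principal component held 40.9% of the variance and did not follow the 8 groups (permutation p = 0.980) or sex (permutation p = 0.595). The second component held 15.0% and followed the 5 rounds into which the array numbers fall (permutation p = 1e-04, the smallest that 10000 resamples can give), and not the groups (permutation p = 0.957). In all, 9 arrays stood apart from the rest, with a median correlation to the others below 0.944. Of them 3 were 6 mo AL mice, and 17-21 d AL and each of the other adult groups held 1. Rounds 1 to 5 held 1, 1, 4, 3 and 0 of them. On the first component they scored from -37.9 to -26.6, except 6 mo AL replicate 1 at 11.0. No other array scored below -2.55. That component therefore mainly marks arrays that stand apart, and its test against the groups says little about age or diet. These arrays were kept in every comparison, and the counts of probes at an unadjusted p under 0.05 are given with and without them.

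**Figure D1:**
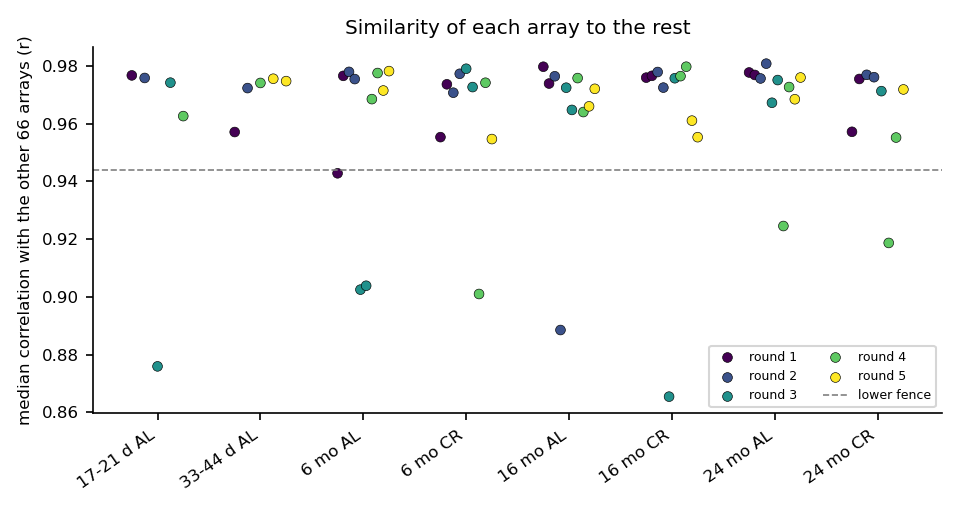
Median correlation over 8448 probes of each of the 67 arrays with all the others (vertical axis, Pearson's r), by group (horizontal axis). Each point is 1 array, coloured by round, and the dashed line marks the fence at 0.944, below which 9 arrays lie.

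No probe passed the adjusted threshold of 0.05 in limma in any of the 13 comparisons of age, diet and sex. A plain linear model without moderated variances also gave 0 in each. The probes at an unadjusted p under 0.05 numbered 38 to 254 in limma, where chance alone gives 422.4 of 8448 probes on average. Without the 9 arrays that stand apart the count at the adjusted threshold was again 0 in all 13 comparisons. Of 247 tests of gene lists 12 passed by camera with a preset correlation and 36 without those arrays, but 1 and 0 with the correlation estimated (smallest adjusted p = 0.0506 without those arrays). In simulated data with the same arrays, limma recovered 75.3% of probes that differed by 0.4 between 24 and 6 mo AL mice and 98.9% of those that differed by 0.8, but 17.6% of those that differed by 0.2. For the diet difference over ages it recovered 60.5% of probes that differed by 0.2. Between 17-21 d and 33-44 d it recovered less, 2.8% of probes that differed by 0.2, 41.4% at 0.4 and 92.9% at 0.8. The draws held 200 changed probes, with sizes tested up to 1.6. After adjustment a small difference passes more easily where many other probes pass than where none does. These shares may therefore overstate what would be recovered if few probes differed. As no probe passed, the genes named below are those with the smallest p in each comparison, given as values that did not pass.

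**Figure D2:**
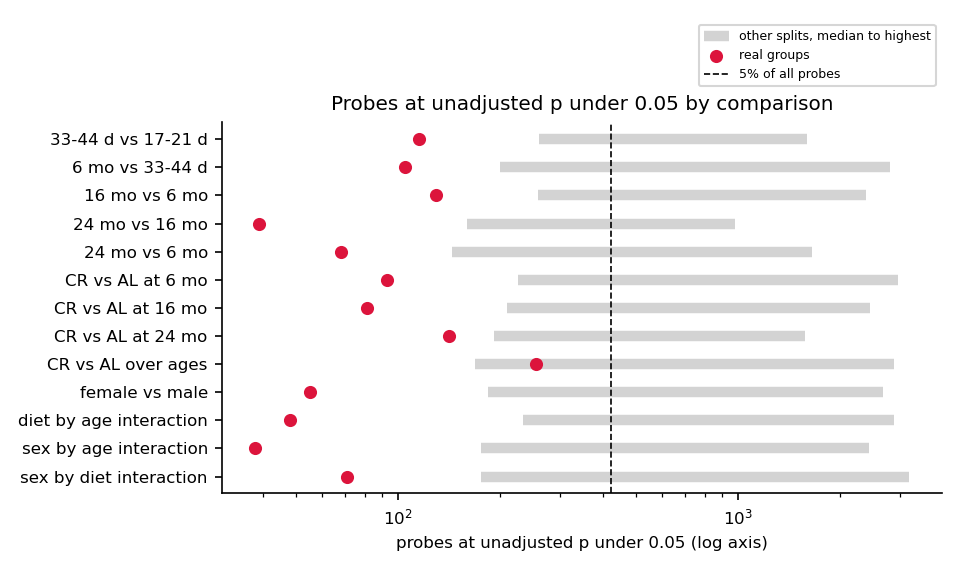
Probes at an unadjusted p under 0.05 in each of the 13 comparisons (horizontal log axis, number of 8448 probes). Red points are the real groups, grey bars run from the median to the highest of 99 other splits of the same arrays, and the dashed line is the 422.4 that chance gives on average.

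Postnatal maturation was followed from 17-21 d to 33-44 d and on to 6 mo in AL mice. Cldn8, which encodes a tight junction claudin, averaged -1.67 ± 0.23 (SD, n = 5) at 33-44 d and -1.26 ± 0.65 (SD, n = 5) at 17-21 d. With the sexes weighted equally its difference was -0.524 (SE 0.146, limma adjusted p = 0.991). Akr1b10 differed by -0.373. Without the array that stands apart among the youngest mice (replicate 3) the difference was -0.222 for Cldn8 and -0.125 for Akr1b10. Lsm14a differed by 0.411, and by 0.242 without 33-44 d AL replicate 1 and 0.65 without replicate 4. Anxa1 had the second smallest p, but its probe held the same low value as the unrelated Hif1a probe on 62 of 67 arrays, a value that 5 to 24 probes shared on each array, so its difference of -1.01 is not read as a change in expression. From 33-44 d to 6 mo, all 3 probes for Sars, a seryl-tRNA synthetase, lay higher, by 0.256 on the dimmest (SE 0.0785, limma adjusted p = 0.999) and 0.0972 on the brightest. Knop1 differed by -0.272, Entpd2, an ectonucleotidase, by -0.295 and Lsm14a by -0.342, the last 2 falling to -0.131 and -0.174 without 33-44 d AL replicate 1. Anxa4 differed by 0.455 (SE 0.143) in the first interval and -0.497 (SE 0.123) in the second, and both rested on 1 mouse of 33-44 d (replicate 5) at 1.22, without which they were -0.0075 and -0.0343.

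In gene group terms, no list passed in either juvenile interval. Of the 36 proteasome probes, 26 lay lower at 33-44 d than at 17-21 d (camera adjusted p = 0.408) and 23 lay higher at 6 mo than at 33-44 d (camera adjusted p = 0.239). Of the 49 ribosomal protein probes, 36 lay higher at 6 mo (camera adjusted p = 0.213). Cell cycle and DNA replication genes had 25 of 38 probes lower at 33-44 d (camera adjusted p = 0.456). At an unadjusted p under 0.05, limma gave 115 probes (47 higher, 68 lower) in the first interval and 105 (50 higher, 55 lower) in the second, and the plain linear model 122 and 111. There were 262 and 94 without the arrays that stand apart, and the ribosomal proteins then passed as lower in the first interval (camera adjusted p = 2.44e-06), though not with an estimated correlation (adjusted p = 0.572). These counts rest on few mice. Without 17-21 d AL replicate 5, 1933 probes had an unadjusted p under 0.05 in the first interval and 9 passed, Cldn8 (-0.827) and Akr1b10 (-0.62) among them. Without 33-44 d AL replicate 3 Anxa4 alone passed in each interval, and without 33-44 d AL replicate 4 Lsm14a alone. Leaving out the first 2 of these mice leaves 1 mouse of a sex in its group, which is assumed to vary like the other groups. Without 17-21 d AL replicate 5 that mouse is replicate 3, whose array stands apart and holds Cldn8 at -0.14.

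**Figure D3:**
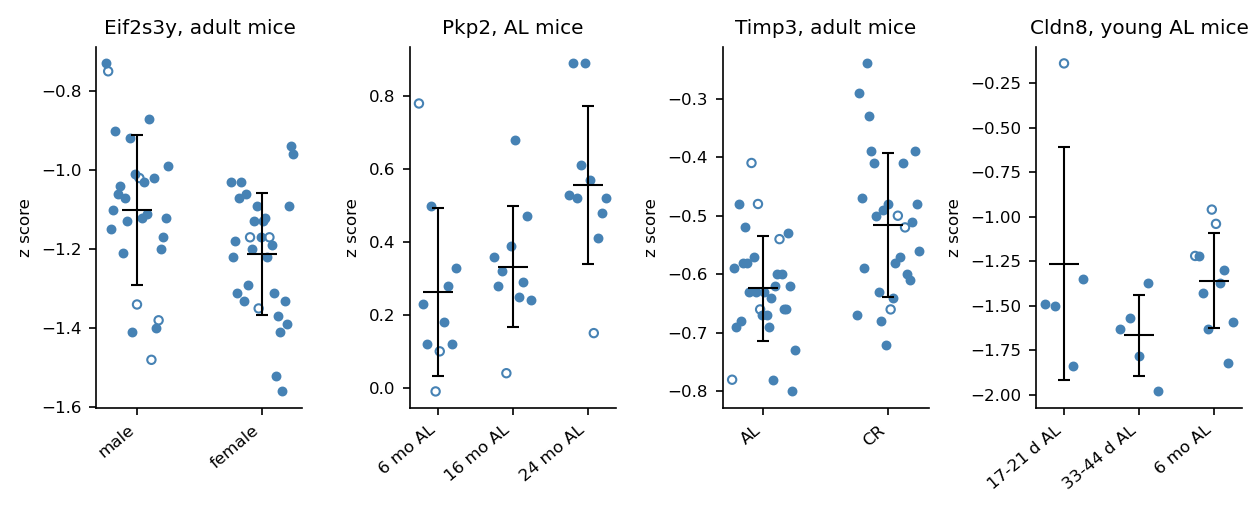
Z scores of 4 genes by sex, age or diet (vertical axes, z score), with 1 point per mouse, open points for arrays that stand apart and bars for mean ± SD. Eif2s3y averaged -1.21 in 30 females and -1.10 in 27 males, Pkp2 averaged 0.263 at 6 mo and 0.557 at 24 mo, Timp3 averaged -0.624 on AL and -0.516 on CR, and Cldn8 is shown for the 3 youngest AL groups.

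Ageing between young and middle-aged AL mice was compared at 6 and 16 mo. Acsl4, which activates long-chain polyunsaturated fatty acids, averaged -1.27 ± 0.12 (SD, n = 10) at 16 mo and -1.47 ± 0.09 (SD, n = 10) at 6 mo, a difference of 0.202 (SE 0.0582, p = 0.000991). Its other and brighter probe differed by 0.006. Bag6, a chaperone-associated quality control factor, differed by 0.295 (SE 0.0882) and Cdca5, a cohesin regulator, by 0.186 (SE 0.0577), or 0.115 without the arrays that stand apart. Atp6v0a4, a subunit of the proton pump that acidifies vesicles, differed by 0.267 (SE 0.0778), while its brighter probe was at -0.07. It was the only member of the synaptic vesicle list to pass when adjusted over the list alone (adjusted p = 0.0276), but not over all probes (limma adjusted p = 0.9995). Without the arrays that stand apart its difference was 0.129. Sars differed by -0.198 (SE 0.0632) on its dimmest probe and by -0.034 on its brightest. In limma 129 probes (80 higher, 49 lower) had an unadjusted p under 0.05, in the plain linear model 142, and without the arrays that stand apart 385. No list passed, and the proteasome and sex chromosome lists, with 26 of 36 and 8 of 9 probes lower, came closest (camera adjusted p = 0.323 for each). Without those arrays the ribosomal proteins turned from lower to higher and passed (camera adjusted p = 0.0150), but not with an estimated correlation (adjusted p = 0.889).

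The interval from 16 to 24 mo is the one by which the study defines aging-associated genes. The list of microglia, complement and antigen presentation genes rose from 16 to 24 mo, with 10 of its 11 probes higher and a median difference of 0.081 (camera adjusted p = 0.000473). The call held with an estimated correlation (adjusted p = 0.00705), but not without the arrays that stand apart as well (adjusted p = 0.0506). With the preset correlation 2 lists passed in this interval without those arrays. The microglia list's score per mouse differed by 0.0665 with all arrays and 0.0692 without those. The mean difference of the members was 0.0695 with all arrays. The members with the largest differences were Ctsc, a lysosomal cathepsin, at 0.117, H2-Eb1, a class II histocompatibility chain, at 0.098, B2m at 0.095, Bst2 at 0.095 and Ctsh at 0.093. Laptm5 differed by 0.081, Npc2 by 0.058, Lyz2 by 0.056, Hexa by 0.054, Ctsb by 0.027 and Ctsz by -0.009. No complement gene is among these members, so the list's name is wider than what was measured. None of the 11 members passed when adjusted over the list alone, and none had an unadjusted p under 0.05. The list's score was 0.419 ± 0.0405 (SD, n = 10) at 24 mo and 0.352 ± 0.0703 (SD, n = 10) at 16 mo (permutation p = 0.0185, adjusted p = 0.102 over 11 such tests), with 9 of 10 old mice above the 16 mo median. The 6 mo mice averaged 0.391 ± 0.0639 (SD, n = 10) and the difference from the old mice, 0.0278, was within the spread between mice (permutation p = 0.261). Without the arrays that stand apart it was 0.0394 (exact permutation p = 0.0498). Fry, which asks only whether the members move one way on balance, gave an adjusted p of 0.421. Without 1 mouse (16 mo AL replicate 8) the camera adjusted p was 0.0553.

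**Figure D4:**
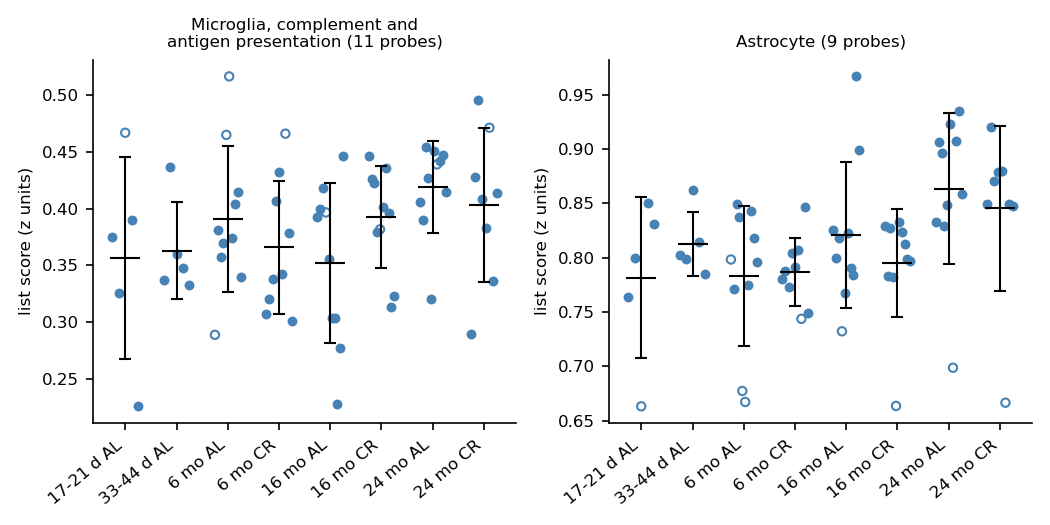
Scores of the microglia, complement and antigen presentation list (left, 11 probes) and the astrocyte list (right, 9 probes) in the 8 groups (vertical axes). There is 1 point per mouse, with open points for arrays that stand apart and bars for mean ± SD. The score is not the plain mean of the members' z scores. The microglia score averages 0.352 at 16 mo AL and 0.419 at 24 mo AL, and the astrocyte score 0.783 at 6 mo AL and 0.864 at 24 mo AL.

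Among single genes, Prl7a1, a placental lactogen family hormone, differed by 0.194 (SE 0.0713), Fbxo7, an F-box ubiquitin ligase subunit, by 0.195 (SE 0.0732) and by 0.124 without 24 mo AL replicate 1, Rpp30, a ribonuclease P subunit, by 0.136 on the dimmer of 2 probes and 0.012 on the brighter, and Ascc1 by 0.102. Lage3 differed by -0.155, or by -0.063 without the arrays that stand apart. In limma 39 probes (20 higher, 19 lower) had an unadjusted p under 0.05, in the plain linear model 43, and without the arrays that stand apart 99. By the thresholds the study applied, a mean z above 0, a z ratio of at least 1.5 in size and an unadjusted p under 0.05, 8 probes qualified (5 higher, 3 lower), or 0.0947% of all probes. Of these, 4 had a single symbol and are named after their values were seen, Pkp2, Prdx1 and Abr higher and Ap1s1 lower. The share was 0.284% without the arrays that stand apart. The study singles out genes of the ubiquitin and proteasome pathway in this interval by perturbation probabilities from a pathway model, which were not computed here. Tested here for a shared direction, neither list of these genes passed. Of the ubiquitin list 52 of 106 probes lay higher (camera adjusted p = 0.719), and of the proteasome list 23 of 36 (camera adjusted p = 0.801).

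Between 6 and 24 mo, Pkp2, a plakophilin of the desmosome, averaged 0.557 ± 0.216 (SD, n = 10) in old mice and 0.263 ± 0.231 (SD, n = 10) in young mice, a difference of 0.294 (SE 0.0943, p = 0.00282, limma adjusted p = 0.999). Med15, a subunit of the Mediator complex, differed by 0.213 (SE 0.0655) on the dimmer of its 2 probes and by -0.078 on the brighter. Tdo2, an enzyme of tryptophan breakdown, differed by 0.162 (SE 0.0547). Erdr1 differed by -0.238 (SE 0.0821) and Fam241b by -0.152 (SE 0.0530). The astrocyte list had 6 of 9 probes higher in old mice but did not pass (camera adjusted p = 0.0657). Its members included Cst3 at 0.255, Mt2, a metallothionein, at 0.193 and Atp1b2 at 0.170, while Glul, the glutamine synthetase, was at -0.093. The score of the astrocyte list was 0.864 ± 0.0692 (SD, n = 10) against 0.783 ± 0.0646 (SD, n = 10) (permutation p = 0.0152, adjusted p = 0.102). The difference was 0.0803, or 0.0690 without the arrays that stand apart (exact permutation p = 0.00393). In limma 68 probes (38 higher, 30 lower) had an unadjusted p under 0.05, and 76 in the plain linear model. Without the arrays that stand apart there were 137, the smallest adjusted p was 0.244, and the astrocyte (camera adjusted p = 0.0214), microglia (adjusted p = 0.0344) and ribosomal protein (adjusted p = 4.26e-07) lists passed as higher, none with an estimated correlation (adjusted p = 0.0532, 0.380 and 0.457).

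No probe met the study's thresholds in both age intervals, whether in opposite or in the same direction. There were 12 probes that met them only from 6 to 16 mo and 8 only from 16 to 24 mo. The intervals share the 16 mo mice, and unchanged simulated groups with the same sharing gave 15.2 probes with opposite changes on average, while splits of the 16 mo mice that share none gave 0 in each of 100. Over all probes the differences of the intervals correlated at -0.424. The 16 mo mice enter both differences and no value for unchanged groups is given for this correlation, so nothing is concluded from it. Without 16 mo AL replicate 4, 7 probes met the thresholds in opposite directions.

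Variation between mice was compared because the study addresses more variable expression in old age. The root mean square deviation of a mouse from its group and sex mean was 0.182 ± 0.0642 (SD, n = 10) at 24 mo and 0.233 ± 0.10 (SD, n = 10) at 6 mo (permutation p = 0.185). Without the arrays that stand apart, 3 of them at 6 mo, the order turned, with 0.159 (n = 9) and 0.147 (n = 7), and the difference was smaller than the spread between mice (exact permutation p = 0.265). Leaving out 24 mo AL replicate 7 alone gave a difference of -0.0746 (exact permutation p = 0.0438). Comparisons with the 16 mo AL mice were not planned. Without the arrays that stand apart, 16 mo mice lay above 6 mo mice by 0.0288 (exact permutation p = 0.0233). The 24 mo mice then differed from the 16 mo mice by -0.0169 (exact permutation p = 0.169). With all arrays 16 mo mice differed from 6 mo mice by -0.0247 (permutation p = 0.560).

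Caloric restriction was compared with ad libitum feeding at each age and over the 3 ages. The 3 males of the 24 mo CR group were 673 d old, against 714 to 743 d for the AL males and 703 to 743 d for the CR females, so diet is not fully separated from age where these males enter. Over ages, Slc6a8, the creatine transporter, averaged -0.669 ± 0.156 (SD, n = 27) on CR and -0.826 ± 0.139 (SD, n = 30) on AL, a difference of 0.160 (SE 0.0410, p = 0.000247, limma adjusted p = 0.999). Timp3, an inhibitor of matrix metalloproteinases, averaged -0.516 ± 0.123 (SD, n = 27) and -0.624 ± 0.0900 (SD, n = 30), a difference of 0.108 (SE 0.0297, p = 0.000576). Timp3 was the only member of the collagen and extracellular matrix list to pass when adjusted over the list alone (adjusted p = 0.00633). Over all probes it did not pass (limma adjusted p = 0.999), and the adjustment over a list does not account for the number of lists and comparisons. Rpusd1 differed by 0.148 (SE 0.0398), Slc25a17, a peroxisomal carrier, by 0.116 (SE 0.0343) and Paxip1, a DNA damage response protein, by 0.155 (SE 0.0428) on the dimmer of 2 probes and -0.00394 on the brighter. The difference on the dimmer Paxip1 probe fell to 0.0973 without 24 mo CR replicate 6 and to 0.0887 without the arrays that stand apart. In limma 254 probes (150 higher, 104 lower) had an unadjusted p under 0.05, and 288 in the plain linear model. The count was 511 without the arrays that stand apart.

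Gene groups of energy metabolism, protein folding and protein synthesis passed as higher on CR over ages by camera with a preset correlation, and none did with an estimated one. Chaperones had 60 of 77 probes higher (camera adjusted p = 0.000635), glycolysis and the citric acid cycle 21 of 27 (adjusted p = 0.00128), ribosomal proteins 41 of 49 (adjusted p = 0.00703) and oxidative phosphorylation 25 of 34 (adjusted p = 0.0321). With an estimated correlation the adjusted p was 0.50 for the chaperone, glycolysis and oxidative phosphorylation lists and 0.547 for the ribosomal proteins. Median differences were small, 0.0254 for chaperones and 0.0322 for glycolysis and the citric acid cycle. Among the members, Hspa5, the chaperone of the endoplasmic reticulum, differed by 0.142, Fkbp4 by 0.104, Sucla2, a subunit of succinyl-CoA ligase, by 0.0861, the citrate synthase Cs by 0.0765 and the cytochrome Cycs by 0.107. The scores of these lists did not differ between the diets over ages beyond the spread between mice (permutation p from 0.143 to 0.47). That spread takes in differences between rounds, so a small diet difference could be missed. The number of lists that passed was 5 without the arrays that stand apart, and 0 with an estimated correlation (smallest adjusted p = 0.517). None of the 4 lists passed without 24 mo CR replicate 1. The adjusted p was then 0.0541 for chaperones, 0.104 for glycolysis, 0.212 for ribosomal proteins and 0.349 for oxidative phosphorylation. Leaving out single mice ended the call for 1 of 57 mice each for chaperones and glycolysis, 5 for ribosomal proteins and 20 for oxidative phosphorylation. With the round block 3 lists passed, oxidative phosphorylation not among them.

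At 6 mo, Ppp1r2, a protein phosphatase inhibitor, averaged -0.622 ± 0.136 (SD, n = 9) on CR and -0.822 ± 0.0900 (SD, n = 10) on AL, a difference of 0.202 (SE 0.0551, limma adjusted p = 0.961). Cyb5r3, an NADH-dependent reductase, differed by 0.252 (SE 0.0833), Nek9, a mitotic kinase, by -0.147 (-0.0925 without the arrays that stand apart) and Slc18a1, a vesicular monoamine transporter, by -0.207. Idh3a, a subunit of isocitrate dehydrogenase, differed by 0.235 on the dimmest of 3 probes and -0.0075 on the brightest. The glycolysis and citric acid cycle list had 21 of 27 probes higher (camera adjusted p = 0.00867), the ribosomal proteins 38 of 49 (adjusted p = 0.0212) and the chaperones 56 of 77 (adjusted p = 0.0365). With an estimated correlation none passed (adjusted p = 0.715 for each), and with the round block the glycolysis list alone passed. In 31 of 100 splits of the same mice 3 or more lists passed, the highest 8, so chance could not be excluded. The glycolysis score differed by 0.0614 (exact permutation p = 0.206), and by 0.0736 without the arrays that stand apart (exact permutation p = 0.0420), where 4 lists passed by camera and none with an estimated correlation (adjusted p = 0.495 for each). Leaving out single mice ended the call of the glycolysis list for 3 of 19 mice, of the ribosomal proteins for 9 and of the chaperones for 12, with adjusted p up to 0.133, 0.475 and 0.475. At an unadjusted p under 0.05, limma gave 93 probes (46 higher, 47 lower) and the plain linear model 98, against 637 in limma without the arrays that stand apart.

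At 16 mo, the aminopeptidase Lvrn differed by -0.171 (SE 0.0544), Tmem39b by -0.194 (SE 0.0669) and Noa1, a mitochondrial GTPase, by -0.223 (SE 0.0775), whereas Slc25a17 differed by 0.148 (0.0932 without the arrays that stand apart) and Rpusd1 by 0.168. No list passed at this age. In limma 81 probes (29 higher, 52 lower) had an unadjusted p under 0.05, in the plain linear model 88, and without the arrays that stand apart 403. At 24 mo, Med17, another Mediator subunit, differed by 0.216 (SE 0.0595), Timp3 by 0.152 (SE 0.0535), or 0.092 without 24 mo CR replicate 1, and Mier3 by -0.174 (SE 0.0615) on the brighter of 2 probes, while the other lay higher by 0.249. Paxip1 differed by 0.291 and Zc3h6 by -0.422 on the dimmer of 2 probes each, but by 0.0447 and -0.0803 on the brighter, and without the arrays that stand apart by 0.109 and -0.16. The glycolysis and chaperone lists did not pass at 24 mo (camera adjusted p = 0.0644 for each). Without the arrays that stand apart 6 lists passed as higher, those lists, ribosomal proteins, oxidative phosphorylation, immature neurons and Wnt signalling, but none with an estimated correlation (smallest adjusted p = 0.420). In limma 141 probes (108 higher, 33 lower) had an unadjusted p under 0.05, in the plain linear model 152, and without the arrays that stand apart 272.

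By the study's thresholds, 13 probes qualified for CR at 6 mo, 20 at 16 mo, all lower, 16 at 24 mo and 71 (35 higher, 36 lower) over ages, or 0.154%, 0.237%, 0.189% and 0.840% of the probes. Diet effects did not differ between 24 and 6 mo by test of the difference, where no list passed and limma gave 48 probes at an unadjusted p under 0.05 and the plain linear model 43. There were 75 without the arrays that stand apart, and the ribosomal proteins passed as lower (camera adjusted p = 0.0323; 0.961 with an estimated correlation). The genes with the smallest p were Rnf25 at -0.206, Drg2, a GTPase, at -0.201, Ptpre, a tyrosine phosphatase, at -0.216, Ppp1r2 at -0.190 and D17Ertd648e at 0.294. To ask whether CR opposes ageing, the CR difference at 24 mo was set against the difference from 16 to 24 mo over all probes. They correlated at -0.367 with a covariance of -0.00169. Both share the 24 mo AL mice, and unchanged simulated groups gave -0.456 ± 0.243 (SD, 100 draws) and -0.00500, with 64 of 100 draws as low for the correlation and 83 for the covariance. With the 24 mo AL mice split so that the differences shared none, the mean correlation was 0.202 over 100 splits, ranging from -0.413 to 0.629, and unchanged simulated groups split in the same way gave -0.0135 on average, from -0.599 to 0.649.

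Females and males were compared over the 6 adult groups. Eif2s3y, a translation initiation factor gene on the Y chromosome, averaged -1.21 ± 0.154 (SD, n = 30) in females and -1.10 ± 0.189 (SD, n = 27) in males, a difference of -0.115 (SE 0.0466, p = 0.0162, limma adjusted p = 0.9996). Adjusted over the list alone its p was 0.146, and without the arrays that stand apart 0.0212, with a difference of -0.146. A Y-linked gene is absent from female DNA, so the probe's z score in females does not come from that gene. What gives it was not tested. Its X-linked counterpart Eif2s3x differed by 0.0408, and Kdm6a, Ddx3x and Usp9x differed by no more than 0.0675 on any of their probes. Fosl1, a Fos family transcription factor, differed by -0.0999 (SE 0.0352), Cox16, an assembly factor of cytochrome oxidase, by -0.112 (SE 0.0406) and Depdc7 by -0.0981. Dzip3, at the shared low value on 7 arrays, differed by 0.291 (SE 0.107) and Pgap2 by 0.377 (SE 0.135), the latter on the dimmer of 2 probes, with -0.0306 on the brighter. No list passed. In limma 55 probes (18 higher in females, 37 lower) had an unadjusted p under 0.05, in the plain linear model 60, and without the arrays that stand apart 57. By the study's thresholds 2 probes qualified.

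No probe passed in limma for a difference between the sexes in ageing from 6 to 24 mo, where 38 probes (31 higher, 7 lower) had an unadjusted p under 0.05 and the plain linear model gave 45. There were 115 without the arrays that stand apart, and 5 lists passed as lower, none with an estimated correlation (smallest adjusted p = 0.579). Of them the ribosomal proteins had 40 of 49 probes higher with all arrays (camera adjusted p = 0.263). Lage3 at 0.392, Nvl at 0.398, Lmo1, a LIM domain transcription cofactor, at 0.378, Mvd, an enzyme of cholesterol synthesis, at 0.286 (0.173 without the arrays that stand apart) and Necap2 at -0.766 had the smallest p, the last falling to -0.34 without 24 mo AL replicate 1. The sex by diet comparison asks whether CR differed from AL alike in females and males, and the younger 24 mo CR males enter it. The proteasome, chaperone, glycolysis and citric acid cycle, and ribosomal protein lists passed as lower in females than in males by camera. Of their probes, 25 of 36 (adjusted p = 0.0311), 55 of 77 (adjusted p = 0.0311), 21 of 27 (adjusted p = 0.0384) and 39 of 49 (adjusted p = 0.00413) had negative interaction terms. With an estimated correlation none passed (adjusted p = 0.49 for each), and with the round block the ribosomal proteins alone passed. None passed without 24 mo CR replicate 1, with adjusted p of 0.363, 0.439, 0.546 and 0.272. Leaving out single mice ended these calls for 21, 20, 28 and 7 of 57 mice. As many as 8 lists passed as lower without the arrays that stand apart, none with an estimated correlation (smallest adjusted p = 0.357). Among single genes, Ttc39c at -0.2, Metap1, a methionine aminopeptidase, at -0.268, Nfatc2ip at 0.228, Oip5os1 at -0.178 and Gm7056 at 0.262 had the smallest p, and the brighter probes of Ttc39c and Gm7056 were at 0.105 and 0.039. There were 71 probes (27 higher, 44 lower) at an unadjusted p under 0.05 in limma and 82 in the plain linear model. The count was 472 without the arrays that stand apart.

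Genes and lists fixed before the data were examined were followed in every comparison. Of the genes fixed in this way, 9 were named by a probe, and none had an unadjusted p under 0.05 in limma with all arrays on its brightest probe in any of the 13 comparisons. The smallest p on that probe was 0.0951 for Uchl1, a neuronal ubiquitin hydrolase, and 0.119 for Elovl6, a fatty acid elongase. Without the arrays that stand apart Uchl1 was higher on CR by 0.164 at 6 mo (p = 0.0204), 0.187 at 24 mo (p = 0.0106) and 0.114 over ages (p = 0.00490), none of which passed (limma adjusted p = 0.653, 0.996 and 0.538). Of the dimmer Elovl6 probes 1 had a CR difference at 16 mo of -0.207 (limma p = 0.0391), which met the study's thresholds, and another met them between 33-44 d and 6 mo, with a limma difference of -0.213 (limma p = 0.0718). Hif1a, at 0.0739, holds the shared low value described above and is not read. For Tnks1bp1, Nlk, Ctnna1, Jag1, Hsp90aa1 and Ndrg1 the smallest p was 0.195, 0.252, 0.183, 0.337, 0.460 and 0.187. Among the lists that passed nowhere with all arrays, the smallest camera adjusted p was 0.0544 for Wnt signalling, 0.0751 for immature neurons, 0.0771 for Werner partners and DNA repair, 0.109 for synaptic vesicles, and 0.178 for cell cycle genes and for glucocorticoid, fasting and circadian genes. For collagen and matrix it was 0.237, sterol and fatty acid synthesis 0.246, immediate early genes 0.288, the sex chromosome list 0.323, ubiquitin conjugation 0.456 and endothelium and pericytes 0.512. Myelin, medium spiny neuron, choroid plexus, blood and neighbouring region markers had fewer than 5 probes each and were read gene by gene. Among these, Ttr, the choroid plexus transthyretin, had a sex by diet term of -0.594 (p = 0.0367) and Qdpr of the myelin list a CR difference of -0.104 (p = 0.0386), and no other member had an unadjusted p under 0.05. Cortical excitatory neuron markers were named by 0 probes.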

Values the study reported

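The study reported that the share of all genes that were associated with aging was 0.8% in the striatum, the lowest of the regions it examined, and 3.8% in the spinal cord. It reported that fewer than 0.5% of genes in any region were affected by caloric restriction. It called a gene changed at a z-ratio above 1.5 or below -1.5 with a p value under 0.05.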

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

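The tests chosen only after seeing the data are the estimated correlation of the diet lists, the smallest p over all lists in each split, everything without the arrays that stand apart, the list scores and all tests of neighbouring probes as a pattern of their own.

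Some mice lay far from the rest of their group for a gene named in the report, by a gap to the nearest mouse that is rare among draws from one population. Over 186 sets of a gene and a group 28 arrays were this distant, where chance gives 9.3 for genes not chosen by their values, and 14 of the 28 were on arrays that stand apart. The genes were named for a small p, which a single distant mouse can give, so the excess follows in part from that choice. With the spreads and list scores below, 35 of 226 were distant and 20 of the 35 were on such arrays. In the juvenile mice these were Cldn8 at -0.14 and Anxa1, whose probe holds a low value shared with other probes, at -1.73 in 17-21 d AL replicate 3, Anxa4 at 1.22 in 33-44 d AL replicate 5 and Sars at -0.13 in 33-44 d AL replicate 4. At 6 mo they were Knop1 at -1.87 and D17Ertd648e at -0.58 in AL replicate 2, Pgap2 at -3.86 and Mvd at -0.59 in AL replicate 5, Nfatc2ip at -0.2 in AL replicate 7 and Slc18a1 at -2.14 in CR replicate 1. At 16 mo they were Atp6v0a4 at -0.32, Lage3 at -0.33, Cox16 at -0.68 and Gm7056 at -2.17 in AL replicate 4, Depdc7 at -0.22 in AL replicate 1, Dzip3 at -3.74, Depdc7 at 0.05 and Ttc39c at -0.99 in CR replicate 5, and Gm7056 at -1.11 in CR replicate 10. At 24 mo they were Fbxo7 at -0.55, Dzip3 at -3.87 and Necap2 at 2.66 in AL replicate 1, Ttc39c at -1.69 in AL replicate 3, Pgap2 at -3.19 in AL replicate 7, Paxip1 at 0.45 and Zc3h6 at -4.06 in CR replicate 6, and Slc25a17 at -0.85 and Nfatc2ip at -0.31 in CR replicate 7.

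Whole scores of a mouse were also distant. The spread of 16 mo AL replicate 4 was 0.427, and its glycolysis score was 0.115, its chaperone score -0.109 and its ribosomal protein score 0.217. The microglia score of 24 mo AL replicate 5 was 0.320, the ribosomal protein score of 6 mo AL replicate 1 was 0.724 and the glycolysis score of 24 mo AL replicate 7 was 0.226. Between the sexes, the effect of CR differed by test of the interaction for the glycolysis (camera adjusted p = 0.0384), proteasome (adjusted p = 0.0311), chaperone (adjusted p = 0.0311) and ribosomal protein (adjusted p = 0.00413) lists, which ended with an estimated correlation (adjusted p = 0.49). As many lists passed in 22 of 100 splits of the same mice, the highest 9, so chance could not be excluded.

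The microglia list was higher at 24 than at 16 mo. The members' brightness is argued against, as their mean lay at percentile 100 of 10000 lists of like mean z. Position on the filter cannot be told apart from other causes, since probes within 4 positions of the members moved by 0.274 of the members' difference (SE 0.12), where such probes correlate at 0.214 on average, so the bound of 0.5 set beforehand was too high to decide. For this list 1 of 100 splits of the 20 mice, the real one, gave a camera p as small (2.49e-05, next 0.00158), but the list was picked for that p among 247 tests. Over all lists the smallest p was as small in 15 of 100 splits, the lowest 9.31e-11, and 46 of 100 let at least 1 list pass, so chance could not be excluded. Splits that are not balanced over the rounds may also take in differences between rounds, and chance with the rounds held balanced was not separately weighed. The adjusted p was 0.0506 with an estimated correlation and without the arrays that stand apart, 0.0785 among probes of mean z above 0, 0.0726 with array weights and 0.0553 without 16 mo AL replicate 8. More microglia, or more active ones, in old striatum may explain it, which was not tested. No complement gene is among the members measured, so the list's name is not evidence for this.

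The oxidative phosphorylation, glycolysis, chaperone and ribosomal protein lists were higher on CR over ages. The members' brightness is argued against, since the lowest of the 4 lists lay at percentile 99.45 of matched random lists. Members that covary between arrays may give the pattern, since with the correlation estimated the smallest adjusted p was 0.50. Chance could not be excluded, as 14 of 100 splits of the diets let 4 or more lists pass, with 7 the highest. An effect of diet on these genes stays open and untested beyond this.

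Neighbouring probes covaried over arrays around their group means. Probes of one gene placed side by side are argued against, since pairs of different symbols at distance 1 correlated at 0.319 on average, where random pairs gave 0.00106. Arrays that stand apart are argued against, since without them the mean correlation of neighbours was 0.387. Position on the filter may give it, as the correlation returned at a longer distance, where it was higher by 0.332 than at a shorter one between. No biological explanation was tested, and which sources of position effects act is open.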

How the results depend on the processing

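Chosen after seeing the data were the tests within single rounds and those with group by sex means for the study's thresholds. So were the tests without the arrays that stand apart and the estimated correlation of the diet lists. The others were fixed before. For the 13 counts of probes past the adjusted threshold, 169 of 194 alternative values were 0, as were 365 of 370 with 1 array left out. Of 65 named gene results 1 turned, Anxa4 between 17-21 d and 33-44 d, which was -0.0075 without 33-44 d AL replicate 5 and 0.917 without replicate 3.

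With array weights (0.133 to 5.23, at most 0.261 for an array that stands apart) 4 probes passed from 6 to 24 mo, Pkp2, Fth1 and Prl7a1 and 1 unnamed probe, all higher, 2 for CR at 6 mo and 82 for CR over ages, Slc6a8, Rpusd1, Timp3, Slc25a17 and Hspa5 among them. Chance could not be excluded for the last, since 15 of 100 splits gave as many, the highest 3607, and 41 of 99 other splits gave at least 1. Some of the 82 lie side by side and moved the same way. Examples are probes 3162, 3163 and 3164 (lower), 2130 and 2131 (higher), and H2az1 (5287) and Timp3 (5288, both higher). Probes at distance 1 correlated at 0.304 on average over arrays. Such probes need not be separate diet effects, and position on the filter was not tested for them. No probe passed in any of the 13 comparisons without the arrays that stand apart, with 57 to 637 at an unadjusted p under 0.05 in limma, and the same held with the replicate block by round (0 in each, with 49 to 307) and with both (0 in each, with 119 to 601). Within round 1 there were 76 from 17-21 d to 33-44 d, 111 from 33-44 d to 6 mo, 1 from 6 to 16 mo, 1 from 16 to 24 mo, 2 from 6 to 24 mo and 1 each for CR at 6 mo, CR at 24 mo and diet by age. Within round 2 there were 1, 3, 1 and 1 for 33-44 d, 6 mo, 16 v 6 mo and 24 v 6 mo. Within round 3 there was 1 each for 16 v 6 mo, 24 v 6 mo, CR at 6 mo and diet by age, and within round 4 there was 1 for 24 v 6 mo. Within round 5 there were 1, 30, 5 and 5 for CR at 6, 16 and 24 mo and over ages and 4 for diet by age. A round holds about 1 mouse per adult group and sex, so its spread rests on few arrays. In rounds 1 and 2 each juvenile group is 1 mouse, a female of 17-21 d and a male of 33-44 d, so those counts show nothing about age.

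Leaving out 1 array gave 0 to 9 probes from 17-21 d to 33-44 d, 9 without 17-21 d AL replicate 5 and 1 each without 33-44 d AL replicates 3 and 4. From 33-44 d to 6 mo it gave 0 to 1, with 1 each without the same 2 mice. The study's share from 16 to 24 mo moved from 0.0947% to 0.177% with probes of mean z above 0, where fewer probes are counted, 0.213% with a replicate block by round, 0.284% without the arrays that stand apart and 0.402% with both. It ranged from 0.0473% (without 16 mo AL replicate 7) to 0.272% (without replicate 4) with 1 array left out, and was 0.166% without 16 mo AL replicate 6, 0.189% without replicate 10, 0.166% without 24 mo AL replicate 7 and 0.0592% without 24 mo AL replicate 9. Probes with opposite changes over the age intervals numbered 3 without the arrays that stand apart and 5 with the replicate block too, and 0 to 7 with 1 array left out, 7 without 16 mo AL replicate 4 and 1 without replicate 2.

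The spread between mice at 24 and 6 mo turned to 0.0119 without the arrays that stand apart and to 0.0140 with the replicate block too, and ranged from -0.0746 to -0.024 with 1 array left out. List tests that passed, 12 of 247, numbered 1 with the correlation estimated, 7 with the replicate block by round, 29 with array weights, 36 without the arrays that stand apart and 23 with the block too. With the replicate block the glycolysis list for CR at 6 mo (adjusted p = 0.0379) and the ribosomal list for sex by diet (0.0104) passed as before. The chaperone and ribosomal lists for CR at 6 mo (0.175 each), oxidative phosphorylation for CR over ages (0.0602) and the glycolysis, proteasome and chaperone lists for sex by diet (0.0915, 0.0858 and 0.0795) did not, and the astrocyte list from 6 to 24 mo passed (0.0447). The microglia list from 16 to 24 mo had an adjusted p of 0.0785 with probes of mean z above 0, 0.0726 with array weights and 0.000183 to 0.0553 with 1 array left out, the highest without 16 mo AL replicate 8. The correlation of the diet and ageing differences ranged from -0.596 to -0.174. Except where fewer probes or arrays were used, the cause of these changes was not tested. An additive sex term gives no value for the sex interactions, and averaging by symbol none for the spread and lists. Signal over background could not be examined, as no background is given.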

Other observations

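The tests of splits for the 13 counts, and the comparison of 6 mo with 17-21 d mice itself, were chosen after the results were seen, while the splits for the study's thresholds, array weights and that comparison were fixed before their results. Between 17-21 d and 6 mo, Atg2a, an autophagy lipid transfer protein, differed by 0.254 (SE 0.0736), Cdk2ap2 by 0.261 (0.0638 and 0.161 without the arrays that stand apart), Frat2, a Wnt pathway regulator, by -0.222, Mapk8 by -0.173 and Bace1, the beta-secretase, by -0.188. None passed in limma, where 75 probes (33 higher, 42 lower) had an unadjusted p under 0.05 and the plain linear model gave 82. There were 889 without the arrays that stand apart, and 5 of 100 splits of the same mice gave as many, the highest 1068, so chance could not be excluded. Without those arrays 3 lists passed by camera and 0 with an estimated correlation (smallest adjusted p = 0.211).

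Citrate synthase (Cs, 0.0756), pyruvate kinase (Pkm, 0.105), cytochrome c (Cycs, 0.102), cathepsin B (Ctsb, 0.106) and the stathmin Stmn3 (0.108) were higher on CR over ages by the study's thresholds, and Dock4 (-0.14) and Ptpn14 (-0.117) lower. These genes were chosen after their values were seen, and none passed in limma with equal weights. Position on the filter was not tested for them. With array weights, where chance could not be excluded, Pkm (adjusted p = 0.0437) and Dock4 (adjusted p = 0.0263) passed. By these thresholds, the share of probes changed between 16 and 24 mo, 0.0947%, was lower than the value quoted from the study above. The shares for CR at single ages, 0.154%, 0.237% and 0.189%, were below the bound quoted there. The share over ages, 0.840%, pools the mice of 3 ages and is not set against it. The series holds one of the filters, and the share depends on the mice and the model used.

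For each of the 13 counts all 100 of 100 splits of the same mice gave as many probes past the adjusted threshold as the real 0, which a count of 0 makes certain and which therefore shows nothing. At an unadjusted p under 0.05 chance could not be excluded for any of them, since as many probes as in the real split came up in 93 and 78 of 100 splits for the juvenile intervals, in 74, 96 and 75 for 16 v 6, 24 v 16 and 24 v 6 mo, and in 76, 92, 62 and 38 for CR at 6, 16 and 24 mo and over ages. For sex, diet by age, sex by age and sex by diet it was 84, 89, 92 and 77 of 100. At the adjusted threshold the highest of the other splits was 13 for 33-44 d against 17-21 d, 106 for 6 mo against 33-44 d, 0 for 16 v 6, 24 v 16 and 24 v 6 mo, 1139, 0 and 1 for CR at 6, 16 and 24 mo, 644 for CR over ages, 482 for sex, 705 for diet by age, 1 for sex by age and 1701 for sex by diet. Splits that call many probes where the real groups call 0 point to a structure of the arrays other than the groups. For the study's thresholds from 16 to 24 mo, 97 of 100 splits gave as many as the real 8, the highest 606, so chance could not be excluded.

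Rounds left a trace in the arrays. Deviations from group means correlated at 0.145 on average between arrays of one round and at -0.0303 between rounds, with 0.206, 0.0684, 0.154, 0.0595 and 0.271 in rounds 1 to 5. The rounds are read from array numbers, and the labels name no batch.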
